# Hematopoietic–Mesenchymal Signals Regulate the Properties of Mesenchymal Stem Cells

**DOI:** 10.3390/ijms23158238

**Published:** 2022-07-26

**Authors:** Sanshiro Kanazawa, Hiroyuki Okada, Dan Riu, Yo Mabuchi, Chihiro Akazawa, Junichi Iwata, Kazuto Hoshi, Atsuhiko Hikita

**Keywords:** mesenchymal stem cells, hematopoietic stem cells, hematopoietic–mesenchymal cell interaction, hematopoietic–mesenchymal signaling

## Abstract

It is well known that the properties of hematopoietic stem/progenitor cells (HSCs), such as their self-renewal ability and multipotency, are maintained through interactions with mesenchymal stem/stromal cells (MSCs). MSCs are rare cells that are present in the bone marrow and are useful for clinical applications due to their functional ability. To obtain the necessary number of cells, MSCs must be cultured to expand, but this causes a remarkable decrease in stem cell properties, such as multipotency and proliferation ability. In this study, we show that the c-Mpl signal, which is related to the maintenance of hematopoietic stem cells, has an important effect on the proliferation and differentiation ability of MSCs. Utilizing a co-culture system comprising MSCs and HSCs, it is suggested that signaling from hematopoietic cells to MSCs supports cell proliferation. Interestingly, the enhanced proliferation ability of the HSCs was decreased in c-Mpl knock-out HSCs (c-Mpl-KO). In addition, the MSCs co-cultured with c-Mpl-KO HSCs had reduced MSC marker expression (PDGFRa and Sca-1) compared to the MSCs co-cultured with c-Mpl-wild-type HSCs. These results suggest that a hematopoietic–mesenchymal signal exists, and that the state of the HSCs is important for the stability of MSC properties.

## 1. Introduction

Bone marrow mesenchymal stem/stromal cells (MSCs) are present in the bone marrow and differentiate into several types of cells when tissue damage occurs, such as osteoblasts, chondrocytes, adipocytes, and myocytes. Owing to their multipotency, MSCs have already been clinically applied as a cell source in regenerative medicine [1]. Previous studies have reported several combinations of cell surface markers for MSCs; for example, CD90 and CD 271 can be used as markers to select cells from the bone marrow and have shown a high level of performance [2,3]. Cultured bone marrow cells expressing CD90, CD105, and CD73 are also known to have high potential for regenerative medicine [4,5]. However, MSCs have a very low probability of existence in the bone marrow (approximately one per two million), and even if MSCs can be separated using these markers, for clinical application immediately after isolation, a large amount of bone marrow is required to obtain sufficient numbers. To obtain the necessary number of cells, MSCs must be cultured to expand, but this causes a remarkable decrease in stem cell properties (stemness), such as multipotency and proliferation ability [6]. Currently, research aimed at elucidating the molecular mechanisms of MSC self-renewal and stemness maintenance is progressing [7,8]. However, it remains challenging to establish a method for culturing MSCs while also maintaining stemness. If such a method can be established, the use of MSCs in clinical applications will dramatically expand.

The mesenchymal cells in the bone marrow provide a microenvironment called a niche, in which the stemness of hematopoietic stem/progenitor cells (HSCs) is maintained by various factors, such as C-X-C motif chemokine ligand 12 (CXCL12) and hyaluronic acid [9,10,11]. These mesenchymal cells are presumed to correspond to nestin-positive cells, N-cadherin-positive cells, CD31-positive cells, and CXCL12-expressing reticular cells [12,13,14,15]. It is well known that thrombopoietin (TPO) is essential for megakaryopoiesis [16] and contributes to the maintenance and expansion of HSCs [17,18,19]. Mice deficient in TPO, or its receptor (c-Mpl), not only show impaired megakaryopoiesis but also reduced HSC number and function [20,21]. Moreover, recent reports have indicated that TPO is required for the maintenance of HSCs in a quiescent state within the bone marrow [22,23]. 

Cell–cell interactions play pivotal roles in the various developmental phases and the maintenance of tissue homeostasis. Such interactions are often observed among cells from different germ layers during ontogeny and organogenesis, such as the interaction of heart fields and the splanchnic endoderm and the conjugative generation of epithelial enamel and mesenchymal dentin in tooth germ [24,25]. A recent report indicated that a stemness signal from the HSCs to MSCs is also present as a counterpart of the stemness signals of the HSCs of mesenchymal lineage [26,27,28]. Therefore, we hypothesized that TPO/c-Mpl signals are also important for the stemness signals from the HSCs to mesenchymal cells. In this study, we utilized c-Mpl-deficient mice to examine the impact of c-Mpl deficiency in both HSCs and MSCs on their proliferation ability and maintenance of stemness.

## 2. Results

### 2.1. Proliferation and Chondrogenic Potential of Mesenchymal Cells Increase during Co-Culture with Hematopoietic Cells

To verify the existence of hematopoietic–mesenchymal cell interaction, we co-cultured bone marrow-derived mesenchymal cells (BM cells) from EGFP-expressing mice with human acute leukemia cells (KG-1 cell line). The reason for using KG-1 in this study was to screen for the presence of interactions between mesenchymal cells and hematopoietic cells. In addition, cell lines would be highly useful for an initial study, as these cells offer more versatility than primary cells. We counted the number of cells in the co-culture over time and found that the proliferation of BM cells was stimulated by direct co-culture with KG-1 cells. In contrast, indirect co-culture had little effect on BM cell proliferation (Figure 1A,B). KG-1 cell proliferation was not affected by the co-culture with BM cells (Figure 1A,B). MSCs are known to undergo accelerated differentiation during in vitro culture [2,3,4]. There were no major differences in the morphology between the cells co-cultured with and without KG-1 cells (Figure 1C). Therefore, we used flow cytometry to examine the expression of PDGFR-α and Sca-1 as well as of MSC-specific markers in mice [29,30]. The proportion of cells expressing PDGFR-α and Sca-1 was significantly higher in the cells co-cultured with KG-1 cells (BM cells + KG-1 cells) than in those cultured without KG-1 cells (BM cells) (Figure 1D). We further examined the effect of co-culture on multi-lineage differentiation ability. Chondrogenic differentiation was induced after co-culture, and the expression of Sox9 was observed in BM cells (Figure 1E). These data suggest that co-culturing BM cells with KG-1 cells promotes their proliferation and chondrogenic differentiation abilities.

### 2.2. Direct Mesenchymal-Hematopoietic Cell Interaction Promotes the Stemness of MSCs

To re-confirm the effect of hematopoietic–mesenchymal cell interaction on MSCs, we evaluated changes in the MSC properties during co-culture with HSCs. The MSCs from mice expressing EGFP and HSCs from C57BL/6 mice were purified by flow cytometry (Figure 2A). The proliferation of MSCs was promoted by direct co-culture with HSCs, while indirect co-culture failed to affect proliferation (Figure 2B). Interestingly, hematopoietic cells showed a marked increase in cell number, which was especially observed during indirect co-culture (Figure 2C). To examine their proportions in the mesenchymal and hematopoietic cells proliferated by co-culture, the MSCs and HSCs were analyzed by flow cytometry using the MSC markers PDGFR-α/Sca-1 and the HSC markers Lin/Sca-1/c-Kit. MSC marker-positive cells showed a slight tendency to increase with time from day 0, while the population of HSCs greatly decreased immediately after co-culture (Figure 2D). Furthermore, the MSCs were evaluated for their multipotency after co-culture. After the induction of osteogenic, adipogenic, and chondrogenic differentiation, the expression of each differentiation marker was upregulated (Figure 2E). These data suggest the presence of a signal when transitioning from HSCs to MSCs.

### 2.3. Co-Culture with HSCs Promotes Collagen Synthesis and Adipogenic Differentiation

To examine the effects of HSC signaling on the MSCs in more detail, we examined the gene expression profile of MSCs after co-culture with HSCs using microarray analysis. 

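The arrays compared 6 cultures of MSCs with HSCs (treated) and 6 cultures of MSCs alone (control). Each well was seeded with 3000 MSCs, with 7000 HSCs in the treated group and 0 in the control group, and total RNA was taken on day 6. MSCs had been sorted as PDGFR-α and Sca-1 positive cells without CD31, CD45 and TER119, which are markers of endothelial, hematopoietic and erythroid cells, and HSCs as lineage-negative, Sca-1 and c-Kit positive cells. The paper describes the profile as that of MSCs. Its methods do not describe a further sort before RNA extraction. They also do not say whether the co-cultures on the arrays were direct or indirect. Whether other cells of a culture contributed RNA is therefore not stated. The sample labels give male C57BL/6 mice aged 6 weeks, while the paper gives an age of up to 12 weeks. For its co-cultures the paper took MSCs from EGFP-expressing mice and HSCs from C57BL/6 mice. It does not name the mice of the arrays separately. Neither source says which samples share a mouse or a preparation. P-values therefore measure the spread between these 12 samples. The Affymetrix array reads each transcript with probe sets, groups of short oligonucleotides. The authors scanned the arrays and computed a signal per probe set with the GeneChip Operating Software, and the deposited values are this signal on a linear scale, with the 2% trimmed mean of every array between 496.6 and 497.3. The median signal per array was 74.8 to 85.5 in the control group and 77.2 to 89.0 in the treated group. The number of arrays limits the precision. Here 45037 probe sets were analysed as log2(signal + 16), and differences are given as treated minus control on that scale, which understates the change of dim transcripts. A gene was represented by its brightest probe set, which gave 18193 genes. Groups were compared with limma, with Benjamini-Hochberg adjustment over all probe sets, and gene lists written before the data were examined were compared with limma's camera test. Correlations between arrays over all probe sets ranged from 0.964 to 0.980 across the 66 pairs of arrays.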

In the MSC and HSC co-culture group (treated) and MSC-only group (control), the upregulation of transcription factors was observed (Figure 3A,B). These MSCs expressed SRCIN1, BNC1, and PCK1. 

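Of 456 measured genes of transcription factor families, 253 had a higher mean and 203 a lower mean in the MSC and HSC co-culture group, and the list did not pass the test (median log2 difference 0.02, camera adjusted p = 0.862). None of them passed limma's test over all genes, and none when adjusted over the list alone, while 13 were higher and 9 lower at an unadjusted p under 0.05. The largest differences among them were Mesp2, a basic helix-loop-helix factor of somite formation, at 1.13 (SE 0.29, adjusted p = 0.768 from limma), and Mlxipl, a glucose-responsive regulator of lipid synthesis genes, at 0.97 (SE 0.26, adjusted p = 0.826 from limma). Nhlh1, a neuronal factor, had a difference of 0.68 and Ebf4 a difference of -0.86, also short of the threshold. Mesp2, Mlxipl, Nhlh1 and Ebf4 are all genes of Fig. 3B, which the study chose on the same samples. The brightest members, Maf, Hif1a and Id2, had differences of -0.02, -0.10 and 0.08.
Over all genes, 2 transcripts passed the threshold, both higher in the co-cultures. Alox8, a lipoxygenase that oxygenates arachidonic acid, measured 21.8 ± 4.24 (SD, n = 6) in co-culture and 3.52 ± 1.12 (SD, n = 6) in MSCs alone, a log2 difference of 0.95 (SE 0.09, adjusted p = 0.00980 from limma). Taf7l, a component of the TFIID transcription initiation complex in germ cells and adipocytes, measured 40.2 ± 4.90 and 7.73 ± 6.56 (SD, n = 6), a difference of 1.28 (SE 0.15, adjusted p = 0.0423 from limma). For both genes each of the 6 co-cultures exceeded every control (exact permutation test, two-sided, p = 0.0022, the smallest that 6 against 6 allow). Both were picked by their limma p on these same arrays, so the exact p-value is not independent evidence. Mybphl and Mmp7, which were not called, had the same exact p-value. Alox8 and Taf7l lay at low signals, in the 10.1th and 19.7th percentile of genes. So near the floor the size of the difference depends on the constant added: it was 2.35 for Alox8 and 2.52 for Taf7l with log2(signal + 1) and 0.34 and 0.54 with log2(signal + 64), where both calls were lost (adjusted p = 0.453 and 0.133), as was that of Taf7l with log2(signal + 1) (adjusted p = 0.339). The next genes by p were Mybphl, related to muscle myosin-binding proteins (0.98), the matrix metalloproteinase Mmp7 (0.85), BC080696 (0.88), Iapp (0.87), 1600012P17Rik (0.46), Zfp811 (1.04), Pbld1 (0.94) and Cyp2c65 (0.91), none of which passed. Iapp has 4 probe sets, of which 2 were lower. No gene passed limma's test as lower, while 700 probe sets were lower at an unadjusted p under 0.05, and for Krtap19-4, Upk3a and Entr1 each of the 6 co-cultures lay below every control. The 10 smallest p-values among genes with a lower mean belonged to Krtap19-4 (-0.61), the urothelial protein gene Upk3a (-0.85), 1700095J03Rik (-0.87), Clpx (-0.63), Tmem267 (-0.57), Reg4 (-0.75), Lhx1os (-0.74), Mir9-3hg (-0.56), Entr1 (-0.34) and Ebf4, with adjusted p from 0.581 upward. Clpx has a second probe set with a higher mean.
Of the 50 genes that Fig. 3B shows as higher in the co-culture group, 47 were measured and all 47 had a higher mean, with 2 past the threshold, and of the 50 shown as higher in the MSC-only group 43 were measured and 42 had a lower mean, with 0 past limma's threshold. Under another mouse symbol than printed, 4 of these names were read here, ALOX15B as Alox8, Akr1c1 as Akr1c6, Pramef12 as Pramel13 and Catsperg as Catsperg1. The study chose these genes on the same samples, so their directions are not independent evidence. In a principal component analysis like that of Fig. 3A, the first component held 21.6% of the variance and the second 10.9%. Neither separated the groups (exact permutation test, two-sided, p = 0.911 and 0.0844, adjusted p = 0.911 and 0.169). The call of Taf7l was lost without any single array other than control 6 (adjusted p up to 0.178), and that of Alox8 without control 1 (adjusted p = 0.0515) or co-culture 3 (adjusted p = 0.0514). Both were lost with limma's trend and robust options (adjusted p = 0.482) and with the replicate number as a block (adjusted p = 0.603). Without the arrays numbered 3 and 4 in both groups they were lost too (adjusted p = 0.172 for Alox8 and 0.303 for Taf7l). Neither the labels nor the paper say whether a number marks a shared source of MSCs. At numbers 1 and 2 the groups lay on opposite sides of the first component, so the block may join unlike sources there.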

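All 3 genes had a higher mean signal in the co-cultures than in the control group. Srcin1, an inhibitor of the kinase Src, measured 134 ± 25.8 (SD, n = 6) in co-culture and 68.2 ± 35.9 (SD, n = 6) in MSCs alone. The log2 difference was 0.94 (SE 0.27), and 4 of 6 co-cultures lay above every control (exact permutation test, two-sided, p = 0.00649). A second probe set of Srcin1 differed by 0.06. Bnc1, a zinc finger protein of keratinocytes and germ cells, measured 12.8 ± 3.38 and 5.13 ± 5.00, a difference of 0.47 (SE 0.15, exact permutation test, two-sided, p = 0.0195), at the 6.83th percentile of brightness among genes. Pck1, the cytosolic phosphoenolpyruvate carboxykinase of gluconeogenesis and glyceroneogenesis, measured 45.0 ± 8.48 and 21.7 ± 8.65 in signal. Its difference was 0.71 (SE 0.16), with 5 of 6 co-cultures above every control (exact permutation test, two-sided, p = 0.00433), and its other probe sets differed by -0.12 and 0.10. After limma's adjustment over all probe sets none of the 3 passed the threshold (adjusted p = 0.925 for Srcin1, 1.00 for Bnc1 and 0.581 for Pck1). Adjusted over 37 measured genes, those that the paper names in its text, in Fig. 3C and as markers, without the further genes of Fig. 3B, the exact p-values became 0.0601, 0.103 and 0.0534.

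**Figure D1:**
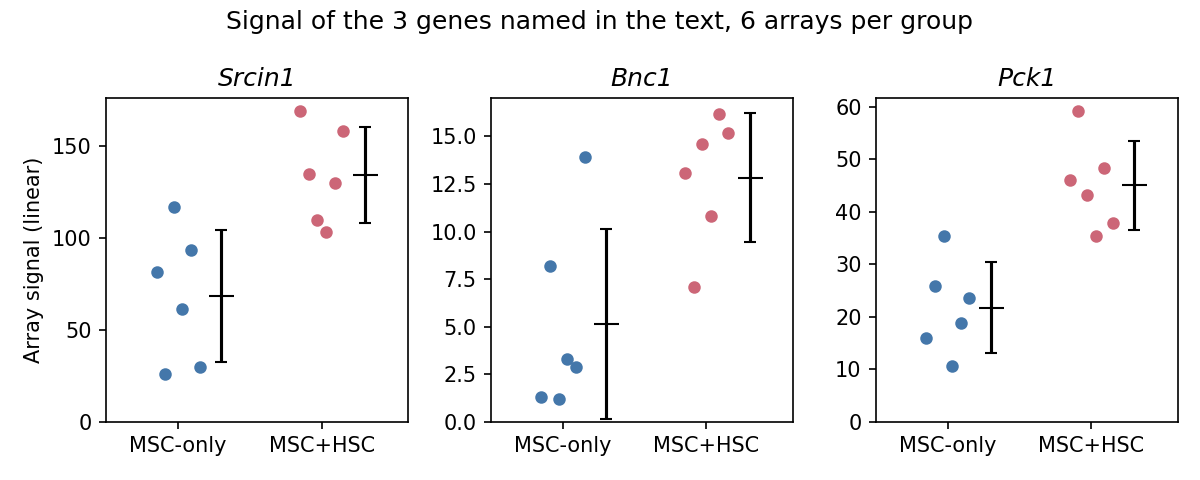
Linear array signal of Srcin1, Bnc1 and Pck1, a point per array, in MSC-only and MSC and HSC co-culture samples, with the mean and SD of the 6 arrays per group as bars at the side. The groups overlap for each gene, with 4, 3 and 5 of the 6 co-cultures above every control.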

SRCIN1 regulates cell expansion and migration [31,32]. BNC1 is involved in the positive regulation of oocyte maturation and may also play a role in the early development of embryos [33,34]. PCK1 regulates adipogenesis via its protein kinase activity [35,36] (Figure 3C). 

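Transcripts of pluripotency, of MSC identity, of metabolism and of proliferation were compared as lists. Of 16 pluripotency genes 11 had a higher mean in the co-cultures (median log2 difference 0.25), and the list did not pass (camera adjusted p = 0.147). Most were dim, with a list median signal of 21.1, where the size of a difference depends on the constant added. The largest differences were Utf1 at 0.81, Esrrb at 0.73 and Tdgf1 at 0.41, and Utf1 has 2 probe sets that were lower. Klf4, by far the brightest of these 4 genes at 603.4 ± 137 (SD, n = 6) in MSCs alone, differed by -0.02. Of 21 MSC surface and stromal markers 9 were higher and 12 lower (median -0.05, camera adjusted p = 0.658). The integrin subunit Itgb1 differed by -0.19 and N-cadherin (Cdh2) by -0.29, while Cd44, at 12029 ± 2466 (SD, n = 6) in co-culture, differed by 0.08. Pdgfra, the gene of the sort marker, measured 725 ± 415 in co-culture and 790 ± 223 (SD, n = 6) in MSCs alone, and Eng, Nt5e, Thy1, Ngfr and Nes had differences of 0.07, -0.21, -0.39, 0.53 and -0.05, none of which passed the test.
Among metabolic lists, 19 of 26 genes of oxidative phosphorylation had a higher mean (median 0.04), 14 of 21 genes of glycolysis and hypoxia a lower mean (median -0.05) and 13 of 18 genes of cholesterol synthesis a lower mean (median -0.04), each with a camera adjusted p of 0.529. The complex III gene Cyc1 differed by -0.16 and the ATP synthase gene Atp5o by 0.13. Cox5a, P4ha1, Pgk1, Mvk and Hmgcs1 had differences of 0.02, -0.21, 0.06, -0.35 and 0.04. Of 37 cell cycle genes 33 had a higher mean (median 0.07, camera adjusted p = 0.510), with thymidylate synthase (Tyms) at 0.46 and Pcna at 0.04. No gene of these lists passed limma's test, over all genes or adjusted over the list alone, and 3 pluripotency genes and 1 cell cycle gene were higher at an unadjusted p under 0.05. The cell cycle list passed as higher without control 4, co-culture 2 or co-culture 3, with adjusted p from 4.2e-05 to 0.932 as single arrays were left out. The pluripotency list passed without co-culture 4 (adjusted p = 0.0488) and under median centring (adjusted p = 0.0478). With all arrays and an estimated correlation in camera, neither list passed (adjusted p = 0.929 for cell cycle and 0.431 for pluripotency).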

Considering these results, HSCs may have the potential to maintain the undifferentiation properties and metabolism in MSCs. We also analyzed differentially expressed genes (DEGs) using TCC [37] and bayseq [38]. However, no DEGs were observed between the MSC-only and MSC and HSC co-culture groups. 

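Of 45037 probe sets, 2 were higher and 0 lower in the co-culture group by limma at an adjusted p under 0.05, those of Alox8 and Taf7l. At an adjusted p under 0.25 there were 6, all higher. At an unadjusted p under 0.05, 1264 probe sets were higher and 700 lower, 1964 in all, where chance alone gives about 2252. This split depended on the scaling of the arrays, with 919 higher and 1010 lower after quantile normalization, 893 and 1065 after centring on the median, and 1382 and 622 after centring on the 75th percentile. Under quantile normalization and either centring, Alox8 was the single probe set past the threshold. The unpaired test that the methods name gave 1868 probe sets before adjustment and 1 after it. Xist and the Y-linked gene Eif2s3y were among 8 probe sets that passed when the arrays numbered 3 and 4 in both groups were left out, a choice made after seeing their sex-linked signals. The remaining ones belonged to Tceal7, A730082K24Rik, Bex1 and Slc23a3, with 3 of the 8 belonging to Xist. In simulated data of the same size, changes of 1 log2 unit were recovered for 74% of 50 probe sets and changes of 0.5 for 8%. The count fell to 0 without control 1, without co-culture 3 or with the replicate number as a block (2136 at an unadjusted p under 0.05), and reached 4 without control 6.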

Gene set enrichment analysis (GSEA [39,40]) was also performed to detect the signal trends because no significant differences in gene expression were observed under single-factor comparison. In particular, gene expression rarely differed between the C5_ontology gene sets and C7_immunologic signature gene sets. As a result of analysis with the C2_curated gene sets, which are hallmark gene sets, a significant difference was found in the genes enriched in the following terms: ‘Type I collagen synthesis’ (Figure 3D), ‘Adipogenesis’ (Figure 3E,F), ‘Wnt blocked by Frizzled’ (Figure 3G), and ‘H3K27me3’ (Figure 3H,I), which were inhibited in the co-cultured MSCs. 

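No list of immune or blood cell transcripts passed the test between the groups. The pan-leukocyte gene Ptprc, which encodes CD45, had a signal of 12044 ± 387 (SD, n = 6) in co-culture and 11941 ± 1265 (SD, n = 6) in MSCs alone, a log2 difference of 0.02. Of 22 pan-leukocyte genes 14 had a higher and 8 a lower mean (median 0.02, camera adjusted p = 0.906), with Tyrobp, Fcer1g and Cd53 at 0.05, -0.00 and 0.01. Of 25 macrophage and monocyte genes 12 were higher and 13 lower (median -0.00, camera adjusted p = 0.906). The lysosomal and phagocyte genes Gpnmb, Lyz1 and Ctss measured 38566, 37536 and 34859 in MSCs alone and differed by 0.05, -0.03 and 0.05. Macrophage genes had a median percentile of brightness of 99.2 in both groups, against 58.5 in MSCs alone and 59.4 in co-culture for MSC surface and stromal markers. Brightness also depends on the probes, so percentiles rank abundance only roughly. Itgam, which encodes CD11b, measured 766 ± 518 in co-culture and 828 ± 543 (SD, n = 6) in MSCs alone.
Among 17 genes of neutrophils and their precursors, the chemokine receptor gene Cxcr2 differed by 0.79 (SE 0.20, adjusted p = 0.734 from limma) and was the only gene of the immune and blood lists higher when adjusted over the list alone, and Elane and Csf3r differed by 0.63 and 0.01 (list median 0.01, camera adjusted p = 0.529). Cxcr2 was dim, at 30.4 in co-culture and 10.5 in MSCs alone, and its difference ranged from 0.33 to 1.55 over the settings. Of 22 lymphocyte genes 17 were higher and 5 lower (median 0.11, camera adjusted p = 0.658), including Rag1 at 0.42, Il7r at 0.26, Cd3e at 0.16 and Cd4 at -0.96. Rag1 lay near the floor, at 7.67 in co-culture and 1.23 in MSCs alone. The mast cell and basophil list (13 genes, median -0.00, camera adjusted p = 0.862) held Hdc at 0.24 and Gata2 at 0.18. Of 12 erythroid genes 9 had a higher and 3 a lower mean (median 0.08, camera adjusted p = 0.832). They included carbonic anhydrase Car2 at -0.84, Car1 at 0.68, Hba-a1 at 0.62 and Epor at 0.02. Megakaryocyte and platelet genes (13, median 0.04, camera adjusted p = 0.568) included Nfe2 at 0.58 and Pf4 at -0.01. HSC and progenitor genes (19, median 0.01, camera adjusted p = 0.862) included Cd34 at 0.74 and Kit, the gene of the HSC sort marker c-Kit, at -0.35. Of 23 interferon response genes 15 had a lower mean (median -0.06, camera adjusted p = 0.278), with Stat2 at -0.41 and Ddx58 at -0.28, and of 27 inflammatory cytokine and NF-kB genes 14 had a lower mean (median -0.00, mean 0.02, camera adjusted p = 0.607), with Csf3 at 0.54 and Relb at -0.22. The macrophage list, like the cytokine list, had a median and a camera direction below 0 and a mean of 0.01 above it.

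**Figure D2:**
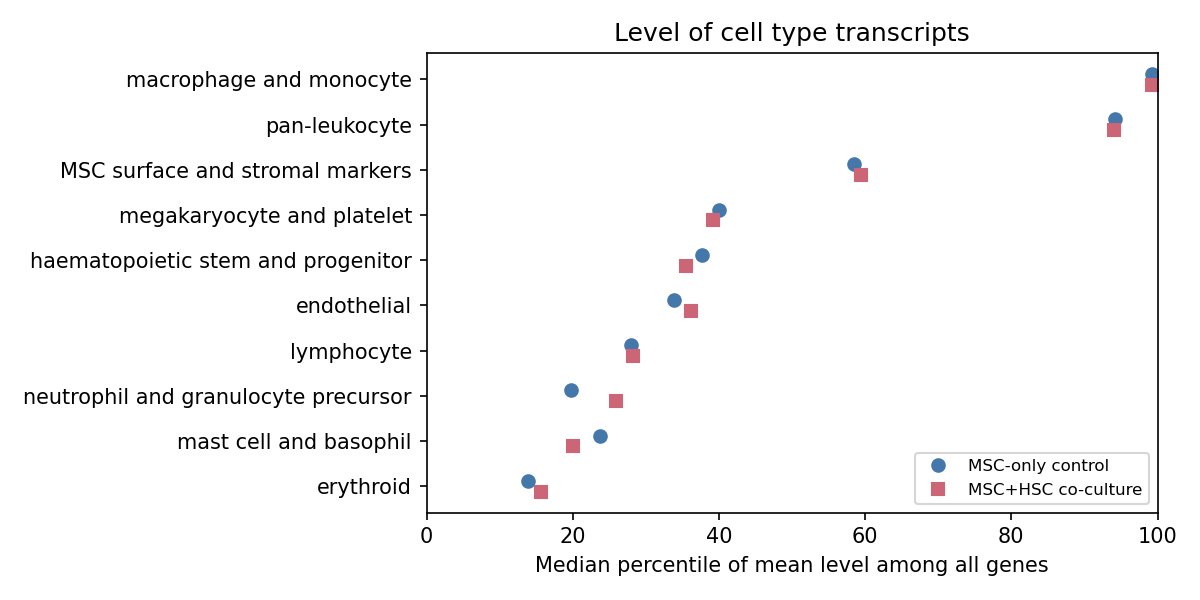
Median percentile of mean array level among all genes for 10 cell type lists, in MSC-only control and in MSC and HSC co-culture arrays. Macrophage and pan-leukocyte lists lie highest in both groups, at 99.2 and 94.2 in controls, and the erythroid list lowest, at 13.8.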

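Genes of type I collagen synthesis fell as a list in the co-cultures. Of 28 measured genes 21 had a lower and 7 a higher mean (median log2 difference -0.12, camera adjusted p = 0.0104, and adjusted p = 0.769 with an estimated correlation). P3h1, a prolyl 3-hydroxylase mutated in osteogenesis imperfecta, measured 192 ± 40.7 (SD, n = 6) in co-culture and 259.5 ± 14.7 (SD, n = 6) in MSCs alone, a difference of -0.43 (SE 0.13, adjusted p = 0.939 from limma), with all 6 co-cultures below every control (exact permutation test, two-sided, p = 0.0022, 0.0400 after adjustment over the same 37 genes, which leave out most of Fig. 3B). The paper drew P3h1 for Fig. 3C from these same samples, so its pass over the 37 genes is not independent evidence. The collagen genes Col1a1 and Col1a2 differed by -0.36 and -0.25 and Serpinf1 by -0.39, while P4hb, Ppib and Ifitm5 differed by -0.18, 0.09 and 0.29. No member passed limma's test over all genes or adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05.
Of 34 genes of adipocyte differentiation and function 23 had a higher and 11 a lower mean (median 0.09, camera adjusted p = 0.272). Pck1 was the only member higher when adjusted over the list alone. Adig, an adipogenesis regulator, differed by -0.67 and the lipid droplet gene Cidec by -0.53, and Pparg, the main adipogenic nuclear receptor, by 0.37 (SE 0.18). Adipoq differed by 0.19, and the bright lipid uptake genes Lpl, Cd36 and Fabp4 by 0.01, 0.29 and 0.20. This list passed, toward higher values, with the mean of each gene's probe sets (adjusted p = 0.0499) and in limma's fry test of direction (adjusted p = 0.0254). It did not pass in camera with an estimated correlation (adjusted p = 0.431). The paper's adipogenesis sets hold genes lowered during adipogenesis, and their members were not used here. Its collagen, Wnt and H3K27me3 sets were not used here either. Of 45 Wnt components and targets 19 were higher and 26 lower (median -0.03, camera adjusted p = 0.529). The Wnt modulator Dkk3 differed by -0.71, the ligand Wnt5a by -0.21, the feedback inhibitors Axin2 and Apcdd1 by 0.54 and 0.38, and Zbed3 by 0.25, and 5 of the 6 probe sets of Apcdd1 were lower. Zbed3 has 4 probe sets, of which 1 was lower, at -0.45. Of 53 developmental regulators with H3K27me3 at their promoters in embryonic stem cells 27 were higher and 26 lower (median 0.01, camera adjusted p = 0.906). Nhlh1 differed by 0.68, Twist1, a mesenchymal factor, by -0.53 and the osteogenic factor Dlx5 by -0.63. At an unadjusted p under 0.05, 2 members were higher and 3 lower. The direction of this list's test turned after quantile normalization and after 75th-percentile centring.
The remaining genes of Fig. 3C did not pass limma's test over all genes. Timp3 differed by -0.60 and Timp2 by -0.00, Btnl9 by 0.46, Pcdhb7 by 0.24, and Rpgrip1, Vax1 and Elovl3, read here from PRGRIP1, VBX1 and ELOV3, by 0.23, 0.28 and 0.48. Timp2 has 6 probe sets, of which 5 were lower, down to -0.38. The collagen call was lost when co-culture 1 (adjusted p = 0.114), co-culture 6 (0.154), control 1 (0.0606), control 3 (0.0922) or control 5 (0.0811) was left out. Because no single gene differed in its own test, the paper turned to gene sets, and from the enrichment of the 4 themes it states that they were inhibited in co-cultured MSCs.

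**Figure D3:**
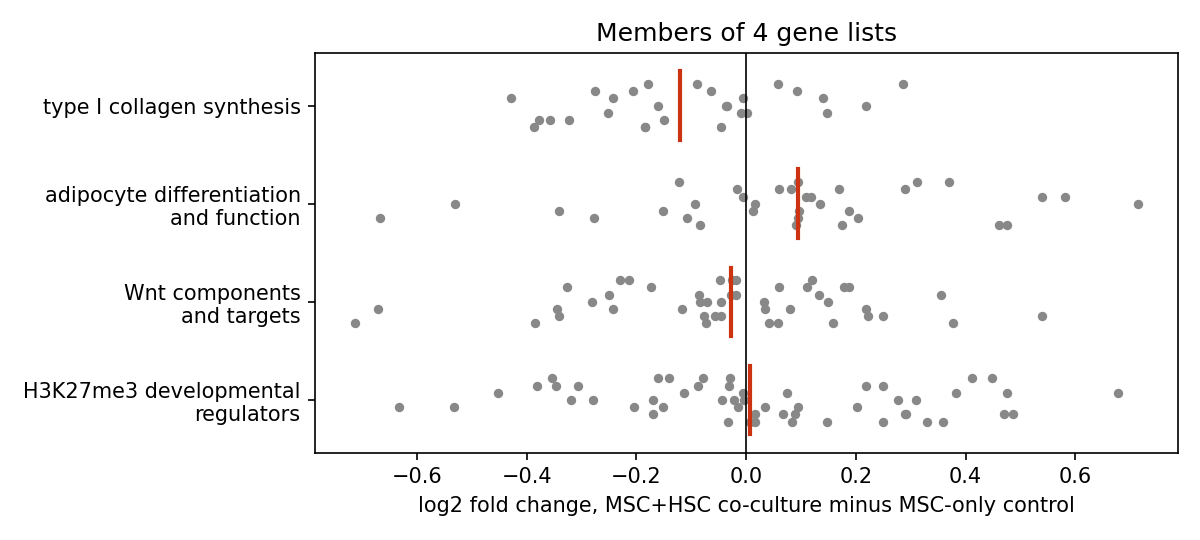
Log2 difference, co-culture minus control on the log2(signal + 16) scale, of each measured member of 4 gene lists, a grey point per gene with the list median as a red line. The collagen list has 21 of 28 points below 0, and the medians of the Wnt and H3K27me3 lists lie at -0.03 and 0.01.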

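Genes of TGF-β signaling and the extracellular matrix fell as a list. Of 36 measured genes 29 had a lower and 7 a higher mean in the co-cultures (median log2 difference -0.23, camera adjusted p = 2.0e-05, and adjusted p = 0.431 with an estimated correlation). Periostin (Postn), a matrix protein of bone and periosteum, measured 3571 ± 717 (SD, n = 6) in co-culture and 5599 ± 1763 (SD, n = 6) in MSCs alone. The difference was -0.62 (SE 0.20), with 4 of 6 co-cultures below every control (exact permutation test, two-sided, p = 0.0108). Adjusted over the same 37 genes as for P3h1, this exact p-value became 0.0667 and did not pass. The smooth muscle actin gene Acta2 and transgelin (Tagln), both contractile genes of myofibroblasts, differed by -0.36 and -0.47 and fibronectin (Fn1) by -0.26, while the proteoglycan gene Lum differed by 1.03 at a dim signal. No single member passed limma's test, over all genes or adjusted over the list alone, and 5 were lower and 1 higher at an unadjusted p under 0.05. Without numbers 3 and 4 of both groups, the camera adjusted p was 8.1e-08 for this list and 7.8e-06 for the collagen list. The co-cultures left in that setting also differed from the controls left in it in Xist and Y-linked signal. Whether different sources of cells add to the fall of these lists was not tested.
Endothelial genes rose as a list, with 15 of 17 at a higher mean (median 0.20, camera adjusted p = 0.0402, and adjusted p = 0.470 with an estimated correlation). They were dim, with a median percentile of brightness of 33.8 in MSCs alone and 36.1 in co-culture. The VEGF receptor genes Flt1 and Kdr differed by 0.50 and 0.29, Plvap by 0.62 and the tight junction gene Cldn5 by 0.33, and Pecam1, the gene of the CD31 used to exclude endothelial cells, by 0.29 at a signal of 18.5 ± 12.9 (SD, n = 6) in co-culture. Of the 4 probe sets of Flt1 2 were lower, down to -0.27. No endothelial gene passed limma's test, over all genes or adjusted over the list alone. The endothelial call was lost without co-culture 2 (adjusted p = 0.203), co-culture 5 (0.133), control 1 (0.0536), control 3 (0.0757), control 4 (0.0628), control 5 (0.0811) or control 6 (0.207). It was also lost after quantile normalization (0.0676), 75th-percentile centring (0.0516), with probe sets above the median level alone (0.364), a random block (0.0584), limma's trend and robust options (0.0580), log2(signal + 1) (0.0698), the mean of a gene's probe sets (0.157), fgsea (0.147) and fry (0.447).
Factors by which stroma keeps hematopoietic cells showed 8 higher and 15 lower means among 23 genes (median -0.09, mean 0.00, camera adjusted p = 0.743). Cxcl12, the chemokine that retains HSCs, measured 3174 ± 2673 in co-culture and 4090 ± 2971 (SD, n = 6) in MSCs alone, Csf1 differed by -0.21, Dpp4 by 0.63 and the hyaluronan synthase gene Has1 by 0.84. Of the 4 probe sets of Dpp4 2 were lower, down to -0.39. The 16 osteoblast genes had a median of -0.02 (camera adjusted p = 0.445), with Omd at -0.76 and Alpl at -0.16, and the 20 chondrocyte genes a median of 0.08 (camera adjusted p = 0.607), with Acan and Comp each at 0.41, Sox9 at 0.23 and Col2a1 at 0.06. The mean of the niche list lay above 0, with its median and camera direction below.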

The GSEA analysis results supported that HSC signals might affect MSC properties.

### 2.4. MSCs Lacking Mpl Tend to Have Enhanced Differentiation Activity

MPL signaling is reportedly one of the direct mechanisms that maintain the undifferentiated state of HSCs. To determine the effect of the stemness signal from c-Mpl-deficient mice on MSCs, we analyzed cells from c-Mpl knockout mice. First, MSCs were harvested from c-Mpl-deficient and wild-type mice to examine the effects of HSC deficiency on MSCs. The c-Mpl-deficient mouse-derived MSCs showed a comparable colony-forming ability to the cells from the wild-type mice in the CFU-F assay (Figure 4A,B). When the harvested cells were subcultured, there was no significant difference in proliferative capacity or in the proportion of PDGFR-α/Sca-1-positive cells between the two cell types (Figure 4C,D). Furthermore, the multipotency of the MSCs was examined by real-time RT-PCR for marker differentiation in the chondrocytes, osteoblasts, and adipocytes after the induction of differentiation. Surprisingly, a significant increase in chondrogenic marker expression was observed in the c-Mpl-deficient mouse-derived MSCs. Although there was no significant difference in the expression of osteogenic and adipogenic markers between the two groups, the levels of these markers tended to be higher in the MSCs from the c-Mpl-deficient mice (Figure 4E–G). These results suggest that the c-Mpl-deficient MSCs exhibit enhanced differentiation activities in vitro.

### 2.5. c-Mpl Gene Deficiency Affects the Maintenance of Ectopic Bone

The osteogenic properties of MSCs from c-Mpl-deficient and wild-type mice were evaluated in vivo. MSCs were seeded in a collagen sponge containing BMP-2, cultured overnight, and implanted subcutaneously on the back of mice. c-Mpl-WT and c-deficient MSCs showed bone formation early after transplantation (Figure 5A,B). However, the c-Mpl-deficient mouse-derived MSCs promoted bone formation earlier than the wild-type MSCs did (Figure 5C). Hematoxylin and eosin staining showed the presence of grafts at both 2 and 4 weeks.

### 2.6. The c-Mpl in HSCs Regulates MSC Stem Cell Properties

To examine the relationship between the stemness of the HSCs and the stemness signal from the HSCs to the MSCs, wild-type MSCs were co-cultured with HSCs from wild-type mice or c-Mpl-deficient mice deficient in HSCs [41]. To demonstrate that the properties of MSCs are affected by c-Mpl signal deficiencies, wild-type MSCs were co-cultured with wild-type or c-Mpl-deficient HSCs. The colony-forming ability of MSCs was not affected by c-Mpl deficiency after co-culture with HSCs (c-Mpl-wild type (WT) and c-Mpl-knock out (KO)) (Figure 6A). However, the co-culture with the HSCs from c-Mpl-deficient mice failed to stimulate MSC proliferation (Figure 6B). In the MSCs that did not co-culture, although the Sca-1- and PDGFR-α positive rates decreased immediately after culture, they remained almost unchanged from day 0 to day 6 (Figure 6C). In the wild-type MSCs co-cultured with wild-type HSCs, although the positive rates of Sca-1 and PDGFR-α temporarily decreased from day −2 to day 0, they recovered on day 3 and were maintained at around 40% (Figure 6C). The multipotency of MSCs co-cultured with HSCs from c-Mpl-deficient or wild-type mice was examined by real-time RT-PCR. Adipogenic marker levels were significantly higher in MSCs co-cultured with HSCs from c-Mpl-deficient mice. The levels of chondrocyte differentiation markers tended to be higher in MSCs co-cultured with HSCs from c-Mpl-deficient mice, although the difference was not statistically significant. The expression of osteogenic markers was similar between the two groups (Figure 6D). Therefore, we suggest that in HSCs, c-Mpl affects the maintenance of the proliferative ability in MSCs. 

## 3. Discussion

In this study, we showed that the hematopoietic cell line KG-1 stimulated the proliferation of MSCs via cell-to-cell contact. In addition, HSCs not only stimulated the proliferation of MSCs, but also promoted their tri-lineage differentiation. These results clearly indicate the existence of stemness signals that are directly transduced from hematopoietic cells to mesenchymal cells. 

HSC stemness itself plays an important role in these stemness signals because the disruption of stemness in HSCs via the deletion of c-Mpl affected the proliferation and differentiation of MSCs in co-culture assays. MSCs co-cultured with c-Mpl-deficient HSCs showed less proliferative activity as well as increased tri-lineage differentiation activities, contrary to our expectation. These results can be interpreted in two ways. First, c-Mpl-deficient HSCs provide a niche-like environment in which MSCs are kept in a relatively dormant state and can maintain their multipotency (hypothesis #1). Second, MSCs tend to differentiate and lose their proliferative activity when co-cultured with c-Mpl-deficient HSCs (hypothesis #2). The transplantation of c-Mpl-deficient MSCs results in earlier bone formation and degradation at a later time point. This result indicates that hypothesis #2 is more plausible. We also studied the effects of Tpo–c-Mpl signaling inhibition in MSCs. Although c-Mpl deficiency has been shown to affect hematopoietic function, no reference has been made to MSCs [42,43,44,45,46]. Our data provide evidence for comparable proliferation, a similar proportion of clonogenic cells, and similar reductions in the proportion of PDGFR-α/Sca-1 cells between c-Mpl^−/−^ MSC clones and wild-type ones. In contrast, tri-lineage differentiation ability tended to be higher in the c-Mpl^−/−^ MSCs. This can be attributed to the effect of the c-Mpl^−/−^ HSCs co-existing with MSCs in mice before collection and considering the effect of the c-Mpl^−/−^ HSCs on the MSCs (Figure 3). However, the possibility that cell-autonomous mechanisms underlie the enhanced differentiation activity cannot be completely excluded at this point. 

To dissect the effects of c-Mpl deficiency in HSCs and MSCs on the stemness of MSCs, cells from both c-Mpl-deficient and WT mice were co-cultured, and the proportion of PDGFR-α/Sca-1 cells was examined at several time points. While the MSCs from the c-Mpl-deficient and WT mice showed similar results, the HSCs from both mice exhibited different patterns. The number of WT HSCs increased and maintained the proportion of PDGFR-α/Sca-1 cells in the MSCs after a decrease on day 0. However, the MSCs that were co-cultured with the c-Mpl-deficient HSCs showed a gradual decrease in the proportion of PDGFR-α/Sca-1 cells. These results suggest that c-Mpl deficiency in HSCs, but not in MSCs, has a great impact on the maintenance of stemness in MSCs when they are co-cultured with HSCs. 

To determine whether MSC properties are affected by HSC signals, microarray analysis was performed on the changes in the gene expression of the MSCs after they were co-cultured with HSCs. Although it was shown that the MSC properties were affected by co-culture with HSCs, the expression of each gene showed no statistically significant difference between the MSCs cultured with, or without, HSCs. We also analyzed DEGs, but no DEGs were observed between the MSCs cultured with, or without, HSCs. GSEA analysis was also performed to detect the signal trend because there were no significant differences in gene expression found during the single-factor comparison. Analysis with C2_curated gene sets, the hallmark gene sets in the Molecular Signatures Database (MsigDB) [39,40,47], revealed a significant difference in adipogenesis and Wnt signaling. We consider the following as the reasons for the observation of differences in only a limited number of pathways: First, gene expression shows higher batch-to-batch variation in bulk arrays in general. 

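The widest variation between the 12 arrays ran within both groups. On the first principal component 3 of 6 arrays of each group lay above 0, those of co-cultures 2, 3 and 5 and of controls 1, 3 and 5. The same 6 arrays were set apart by 6 probe sets with a gap of over 4 log2 units between the 6th and 7th array in rank order, none of which has a gene name here. The widest gap was 8.34, with signals of 23626 to 43044 on those arrays and 16.7 to 57.2 on the others. A gap of over 1 log2 unit was seen for 37 named genes, and for 33 of them it parted the same arrays. These included Bcl11a, a transcriptional repressor of lymphoid development, with a gap of 2.62, the neutrophil collagenase Mmp8 at 2.09, the bone morphogenetic protein gene Bmp2 at 2.04, the retinoic acid binding protein gene Crabp2 at 2.03, the calcium-binding protein gene S100a4 at 1.62 and the stress response factor Ddit3 at 1.41. These genes were picked from all 18193 because of their gap, so the gap carries no test. Neither the labels nor the paper's text gives a batch, a date or a preparation for any array, so no value within a batch can be given.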

Second, heterogeneity may still exist, even within separated cells; even if a gene is highly expressed in a certain cell population, it does not necessarily mean that all MSCs express the gene at a high level [48]. Therefore, it is possible that the microarray data of co-cultured MSCs do not completely correspond to the GSEA data. These are possible limitations to the interpretation of the microarray data analysis.

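The arrays held transcripts of more cell types than the MSC gate names, and sex-linked transcripts that differed between cultures. Macrophage genes had a median percentile between 99.03 and 99.42 on each of the 12 arrays, and the stromal collagen gene Col1a2 lay at the 97.7th percentile or above on each. Xist, the transcript of the inactive X chromosome in female cells, had a signal of 13136 to 17840 in all 6 co-cultures. It measured 110.8, 117.6, 80.3 and 60.5 in controls 1, 2, 5 and 6 and 21978 and 16810 in controls 3 and 4. The Y-linked gene Eif2s3y, present only in male cells, measured 2604 to 2845 in controls 1, 2, 5 and 6, 1022 to 1331 in the co-cultures of these numbers, and at most 13.6 in both groups at numbers 3 and 4. Kdm5d and Uty, also Y-linked, had the same order. The labels name male mice for all samples. Between the groups, Xist differed by 4.68 (SE 1.42, adjusted p = 0.978 from limma), with no co-culture above every control (exact permutation test, two-sided, p = 0.0563), and of the 4 sex-linked genes measured 1, Xist, was higher when adjusted over the list alone.

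**Figure D4:**
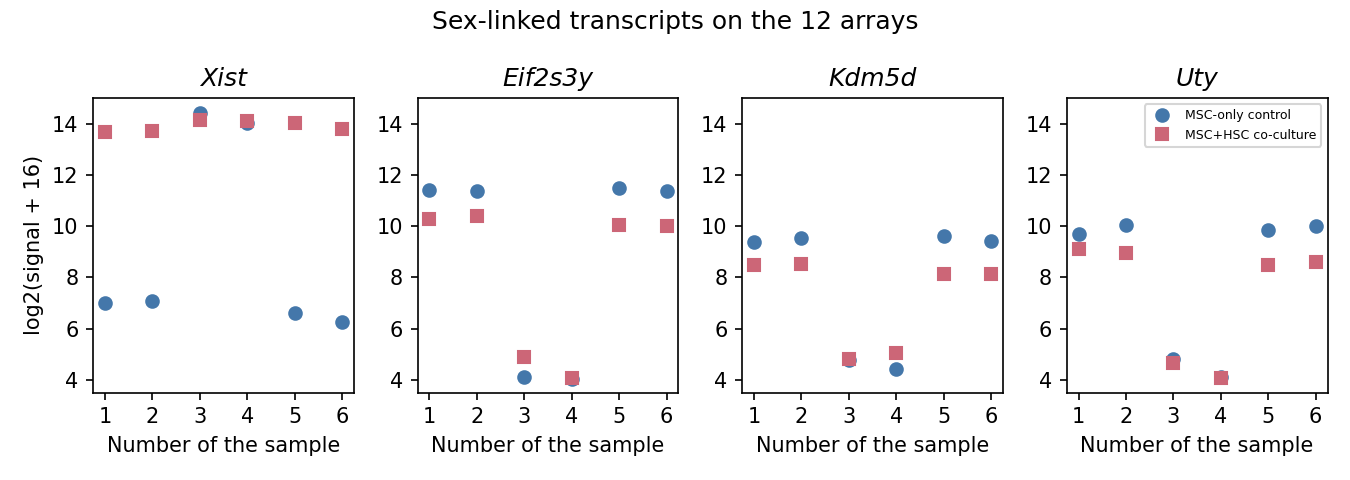
Level of Xist and the Y-linked genes Eif2s3y, Kdm5d and Uty as log2(signal + 16), a point per array, by the number of the sample in each group. Xist is near 14 in all co-cultures and in controls 3 and 4, and the Y-linked genes are near the floor at numbers 3 and 4.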

KG-1 is a myeloblast cell line derived from human acute leukemia. Taking into consideration the genetic characteristics of KG-1, it is not possible to certify the mesenchymal-hematopoietic interaction accurately. However, some papers have reported that myeloblastic cell lines such as the KG-1 mimic some but not all aspects defined in primary CD34+ cell populations [49]. On the other hand, HeLa, which is a cell line derived from human cervical cancer, is used not only in cancer research but also in many different fields of research, such as immunological research and infectious diseases. Therefore, we thought that KG-1 could be used for this study. In addition, we think that they mimic our hypothetical signal communication with MSC-HSC, which is the essence of hematopoietic-mesenchymal signals, because myeloblasts are differentiated from hematopoietic progenitor cells.

Taken together, this study verified the stemness signals from hematopoietic cells to mesenchymal cells. In addition, this indicates that the stemness of HSCs is important for maintaining the stemness of MSCs. Our findings may help to establish a culture method to expand MSCs with high stemness by taking advantage of stemness signals, thereby contributing to the development of regenerative medicine.

## 4. Materials and Methods

### 4.1. Mice

C57BL/6JJcl mice (6–12 weeks old) were purchased from CLEA Japan Inc. (Tokyo, Japan). C57BL/6-Tg(CAG-EGFP)10sb/J mice, transgenic mice that ubiquitously express EGFP under the control of the CAG promoter, and C57BL6/J-Mpl<hlb219/J> mice, chemically induced mutation mice with the loss of the c-Mpl expression via *ENU* (N-ethyl-N-nitrosourea) and that were 6–12 weeks of age, were purchased from Charles River Laboratory (Yokohama, Japan). The mice were maintained under specific pathogen-free conditions in our animal facility at the University of Tokyo. All the animal experiments were conducted in accordance with the guidelines of the University of Tokyo. The care and use of the animals in this study followed the guidelines of the University of Tokyo and the laws and notifications of the Japanese government. All the animal experiments were approved by the Animal Care and Use Committee of the University of Tokyo (ethics permission #622, animal experiment permission # P09-026).

### 4.2. Preparation of BM Cell Suspension

The femurs, tibias, and ilium were dissected and crushed with scissors and a pestle. The crushed bones were gently washed once in HBSS+ (Hanks-balanced salt solution supplemented with 2% FBS, 10 mM HEPES, and 100 U/mL penicillin/0.1 mg/mL streptomycin solution), and the solution was filtered through a cell strainer (BD Falcon, #2350, Glendale, AZ, USA) and discarded. Bone fragments were collected and incubated for 1 h at 37 °C in 20 mL of DMEM (Thermo Fisher Scientific, Waltham, MA, USA) containing 0.2% collagenase (Fujifilm-Wako, Tokyo, Japan), 10 mM HEPES, and 100 U/mL penicillin/0.1 mg/mL streptomycin solution. The suspension was filtered with a cell strainer (BD Falcon, #2350) to remove debris and bone fragments and collected by centrifugation at 400× *g* for 5 min at 4 °C. The red blood cells were lysed in the suspension with the addition of 1 mL of ice-cold sterile H_2_O (Sigma-Aldrich, Tokyo, Japan) for 6 s. Immediately after the 6-s lysis, 1 mL of 2× PBS (diluted product from Sigma-Aldrich) with 4% (vol/vol) FBS was added to quench the reaction. Red cell lysis buffer (ACK Lysing Buffer, Grand Island, NY, USA) may be used as an alternative. The suspension was filtered through a 70 µm cell strainer (Falcon, BD). These serial procedures were described in previous reports [29,30].

### 4.3. Antibody Staining and Flow Cytometry

The cells were suspended in ice-cold HBSS+ at 1–5 × 10^7^ cells/mL and then stained for 30 min on ice with the following monoclonal antibodies: biotinylated or APC-conjugated PDGFR-α (Cat# 17-1401-81) and c-Kit, PE-conjugated Sca-1 (Ly6A/E. Cat# 12-5981-82), PE-Cy7-conjugated lineage markers (Lin: CD3e (Cat# 25-0031-82), CD11b (Cat# 25-0112-82), B220 (Cat# 25-0460-82), Gr-1 (Cat# 25-5931-82), CD45 (Cat# 25-0451-82)), CD31 (Cat# 25-0311-82), and TER-119 (Cat# 25-5921-82). All monoclonal antibodies were purchased from eBioscience (San Diego, CA, USA). Flow cytometry analysis and sorting were performed using a FACS AriaIII Fusion (BD Biosciences, San Jose, CA, USA). Propidium iodide (PI) fluorescence was measured, and a live cell gate was defined to exclude cells positive for PI. Additional gates for MSCs were defined as positivity for PDGFR-α and Sca-1 and negativity for CD31, CD45, and TER119; HSCs were defined as positivity for c-Kit and Sca-1 and negativity for Lin, according to the fluorescence intensity of the isotype control.

### 4.4. Cell Culture

Traditional MSC adherent culture was performed as previously described [50]. Sorted MSCs were seeded on a plastic tissue culture dish with IMDM containing 20 ng/mL FGF-2 (Kaken Pharmaceutical Co., Ltd., Tokyo, Japan), 20% FBS, and 100 U/mL penicillin/0.1 mg/mL streptomycin solution at 37 °C with 5% CO_2_ and maintained with fresh medium being added every 3–4 days for 1–2 weeks.

### 4.5. CFU-F Assay

Approximately 1 × 10^3^ sorted cells were seeded on a 100 mm dish with IMDM containing 20% FBS and 100 U/mL penicillin/0.1 mg/mL streptomycin solution at 37 °C with 5% CO_2_. Adherent cell clusters containing > 40 cells were counted as colonies after 10 days of culture.

### 4.6. Differentiation Cultures

To induce adipocyte differentiation, sub-confluent cells were cultured with three cycles of adipogenic induction medium/adipogenic maintenance medium, supplemented with the adipogenic induction/adipogenic maintenance SingleQuot kit medium (Lonza, Ltd., Basel, Switzerland). Each cycle consisted of feeding the sub-confluent cells with the induction medium for 3 days, followed by 3 days of culture in the maintenance medium. After 14 days, the cells were harvested using TRI Reagent (Sigma-Aldrich Co., LLC, Waltham, MA, USA). For chondrogenic differentiation, 2 × 10^4^–2.5 × 10^5^ cells were seeded into a 15 mL conical tube. The tube was centrifuged at 400× *g* for 5 min at 25 degrees, and the supernatant was aspirated. The cells were resuspended in 1 mL differentiation basal chondrogenic medium, supplemented with Chondrogenic SingleQuot kit medium (Lonza, Ltd.), and centrifuged at 400× *g* for 5 min, and the medium was aspirated. The cells were resuspended in 1 mL differentiation basal chondrogenic medium supplemented with the Chondrogenic SingleQuots kit medium, TGF-β3 (10 ng/mL; Lonza, Ltd.), and BMP-6 (500 ng/mL; R&D Systems, Inc., Minneapolis, MN, USA), and centrifuged at 150× *g* for 5 min at room temperature. The pellet was maintained in differentiation basal medium that was changed every 3–4 days for 2 weeks. After 3 weeks, cell clumps were harvested using TRI Reagent. To induce osteoblast differentiation, sub-confluent cells were cultured in differentiation basal osteogenic medium supplemented with osteogenic SingleQuots kit medium (Lonza, Inc.) for 14 days. The cells were then harvested using TRI Reagent. 

### 4.7. Co-Culture of MSCs with Hematopoietic Cells

For mesenchymal cells, whole BM cells and Sca-1^+^ and Pdgfr-α^+^ cells (MSCs) derived from mice labeled with green fluorescent protein were used for differentiation from hematopoietic cells. For hematopoietic cells, Lin^−^, Sca-1^+^, and c-Kit^+^ cells (HSCs) derived from wild-type or c-Mpl-deficient mice and the human acute myeloid leukemia cell line (KG-1), which are poorly differentiated and close to HSCs, were used. For co-culture, 6.0 × 10^4^ BM cells and 1.4 × 10^5^ KG-1 cells were cultured in 100 mm dishes, or 3.0 × 10^3^ MSCs and 7.0 × 10^3^ HSCs were cultured in 12-well dishes with IMDM containing 20% FBS. For direct co-culture, MSCs were seeded and cultured on the plate at 37 °C for 24 h, and then HSCs or KG-1 cells were added. For indirect co-culture, MSCs were seeded on the bottom of Transwells and cultured at 37 °C for 24 h, and then HSCs or KG-1 cells were seeded on the inserts. The co-culture periods were 2, 4, 6, and 8 days, and both cell types were harvested at each time point. The harvested cells were counted using fluorescence microscopy (Leica Microsystems, Wetzlar, Germany). On day 6 of co-culture, MSCs were induced for tri-lineage differentiation.

### 4.8. RNA Isolation and RT-PCR

RNA was isolated from 1.0–5.0 × 10^4^ cells, converted to cDNA, and amplified (PrimeScript 1st strand cDNA synthesis kit and RT-PCR kit, TaKaRa Bio Inc., Kusatsu, Japan). Reverse transcription was performed by incubation at 65 °C for 5 min followed by immediate cooling on ice. The PCR amplification conditions for the resulting cDNA were 35 cycles of 94 °C for 30 s, 58 °C for 45 s, and 68 °C for 45 s, in which the 68 °C step was increased by 5 s every cycle after 10 cycles. The reaction products were resolved by electrophoresis on 2% agarose gel and visualized with ethidium bromide.

### 4.9. Real-Time RT-PCR Analysis for Selected mRNAs

Approximately 200 ng of total RNA was used to synthesize double-stranded cDNA by reverse transcription (Super Script III; Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions. cDNA was analyzed by real-time PCR using Universal SYBR Green PCR Master Mix (Invitrogen). The reaction conditions were 50 °C for 2 min, 95 °C for 10 min, and then 40 cycles of 95 °C for 15 s followed by 60 °C for 1 min. For the relative quantitation of gene expression, mouse-specific GAPDH and Hprt1 were used as internal controls. All of the other PCR primer sequences are listed in Table 1.

### 4.10. Microarray

When the MSCs were co-cultured with HSCs for 6 days, total RNA was extracted with TRI reagent following the manufacturer’s instructions (Sigma-Aldrich Co., LLC, Waltham, MA, USA). RNA quality was determined by measuring the absorbance at 260 nm, and the RNA integrity was checked by agarose gel electrophoresis. Briefly, 10 µg of total RNA was used to generate first-strand cDNA. After second-strand synthesis, biotinylated and amplified RNA was purified with RNeasy (Qiagen, Hilden, Germany) and quantitated by spectrophotometry. The GeneChip Mouse Genome 430 2.0 Array (Afymetrix Inc., Santa Clara, CA, USA) was used in this study. This array contains probe sets for 45,000 transcripts and clones. After hybridization, the microarray plate was washed, scanned, and analyzed using the GeneChip Operating Software (GCOS, v1.1.1, Affymetrix Japan K.K, Tokyo, Japan). Data are available in the GEO repository profile of the NCBI database (GSE186250, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186250, accessed on 22 May 2022). These data were imported into Microsoft Excel for downstream analysis [51].

### 4.11. GSEA of Microarray

GSEA software developed by the UC San Diego and Broad Institute (Cambridge, MA, USA) was used. The curated gene dataset (C2) in MSigDB v7.4 was used to extract enriched terms from gene expression data [40].

### 4.12. In Vivo Bone and Stroma Assay

For the analysis of in vivo bone and stroma formation, MSCs were harvested from the bone marrow of wild-type and c-Mpl-deficient mice, and CD45^−^/CD31^−^/Ter119^−^/Sca-1^+^/PDGFR-α^+^ cells were obtained using FACS AriaIII Fusion. Cells from three different donors were used. One hundred thousand cells were cultured overnight in a 3% cell matrix sponge containing 2 μg/mL BMP-2 and implanted subcutaneously into 6-week-old male C57BL/6 mice. The implants were removed after 2 and 4 weeks, fixed, subjected to CT scanning, decalcified, and paraffin-embedded (*n* = 3). Sections were stained with hematoxylin and eosin and analyzed for bone formation as previously described [52]. 

### 4.13. Statistical Analysis

The data are presented as the mean ± standard error of the mean (SEM), and each independent experiment was reproduced three to five times. The comparison between two conditions was performed using an unpaired *t*-test. One-way repeated-measures ANOVA were applied to identify significant differences among the conditions or groups. When a significant difference was observed, the data were subjected to a post hoc analysis. *p* < 0.05 was considered significant.

## 5. Conclusions

In this study, the stemness signal from such hematopoietic cells to the mesenchymal cells was verified. In addition, it was indicated that the stemness of HSCs is important to maintain the stemness of MSCs. If a culture method to expand MSCs with high stemness can be established by taking advantage of stemness signals in the future, then it is expected to be used to make dramatic developments in regenerative medicine.

## Figures and Tables

**Figure 1:**
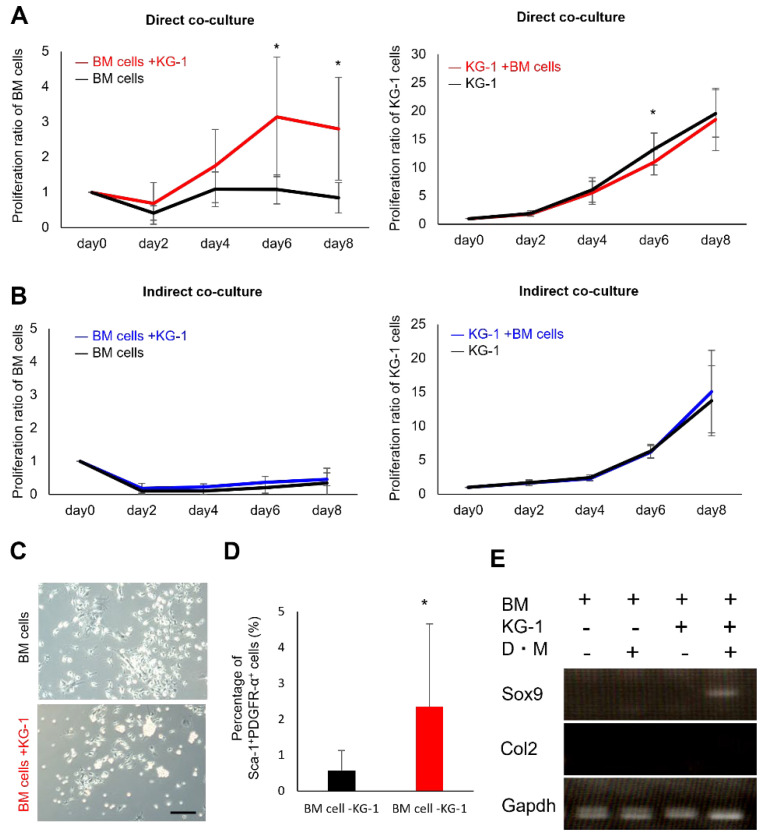
Mesenchymal–hematopoietic cell interaction promotes BM cell proliferation. (**A**) Cell proliferation rate of BM cells (left) and KG-1 cells (right). Direct co-culture of BM cells and KG-1 cells (cells were added directly). The number of cultured cells was determined (*n* = 5). * *p* < 0.05. (**B**) Cell proliferation curve by indirect culture of BM cells (left) and KG-1 cells (right). Indirect co-culture of BM cells and KG-1 cells using culture inserts. (**C**) Microscopic views of BM cells cultured alone (left) or co-cultured with KG-1 cells directly (right). Scale bar = 100 µm. (**D**) Flow cytometry analysis of cell surface markers in BM cells cultured alone or co-cultured directly with KG-1 cells. The graph shows the averages of the percentages of Sca-1 and PDGFR-α double-positive cells (*n* = 5). * *p* < 0.05. (**E**) RT-PCR analysis of chondrogenic differentiation marker (Sox9 and Col2) gene expression in BM cells following a 2-week treatment with chondrogenic differentiation media (indicated as D.M) or control media after co-culture with KG-1 cells (indicated as KG-1) or monoculture.

**Figure 2:**
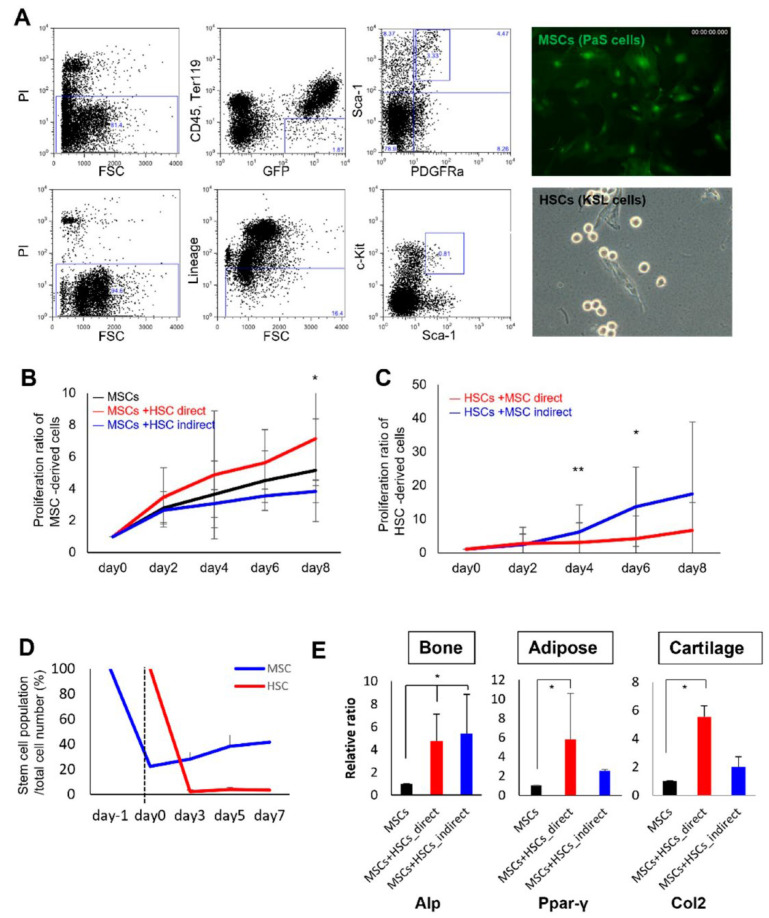
Clonal assay of MSCs after co-culture with HSCs. (**A**) Representative flow cytometric profiles of MSCs (upper, CD31^−^, CD45^−^, Ter119^−^, Sca-1^+^_,_ and PDGFR-α^+^ cells) and HSCs (bottom, c-Kit^+^, Lin^−^, and Sca-1^+^ cells). Microscopic views of MSCs (upper) and HSCs (bottom). (**B**,**C**) Cell proliferation of MSCs (**B**) and HSCs (**C**) 2, 4, 6, and 8 days after co-culture (*n* = 6). * *p* < 0.05 and ** *p* < 0.01 between direct and indirect co-culture. (**D**) MSC and HSC population in whole mesenchymal and hematopoietic cells. MSCs were sorted on day −1, and we waited until they attached to the bottom of the dish on day 0. After co-culture of MSCs and HSCs for 3, 5, and 7 days, cells were collected, sorted based on EGFP expression, and both cell types were detected using stem cell markers by flow cytometry. (**E**) Real-time PCR analysis of mesenchymal lineage marker expression in MSCs following a 3-week treatment with mesenchymal differentiation media after co-culture with HSCs (*n* = 5). * *p* < 0.05 vs. MSCs (-HSCs).

**Figure 3:**
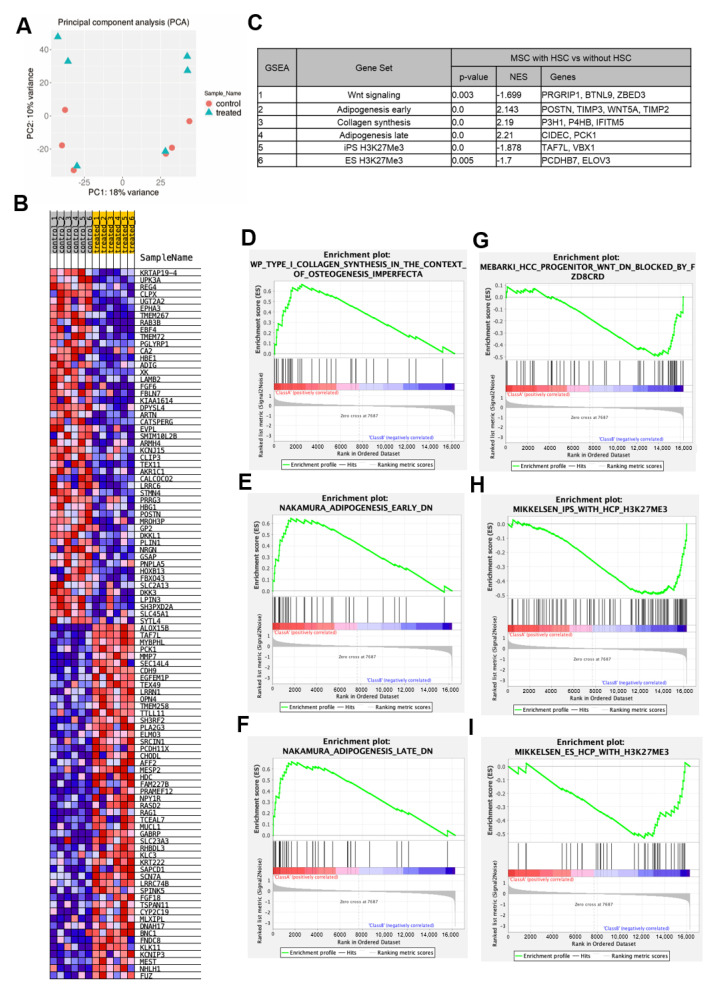
Gene expression analysis comparing MSCs cultured alone with those co-cultured with HSCs. (**A**) Principal component analysis (PCA) analysis of 12 samples. Orange circles: control MSC, blue triangles: MSC co-cultured with HSC. (**B**) Heatmap of differentially expressed genes between the MSC and HSC co-culture group (treated) and MSC−only group (control). (**C**) List of pathways/genes that were highly expressed in the MSC and HSC co-culture group. (**D**–**I**) Gene Set Enrichment Analysis (GSEA) of microarray.

**Figure 4:**
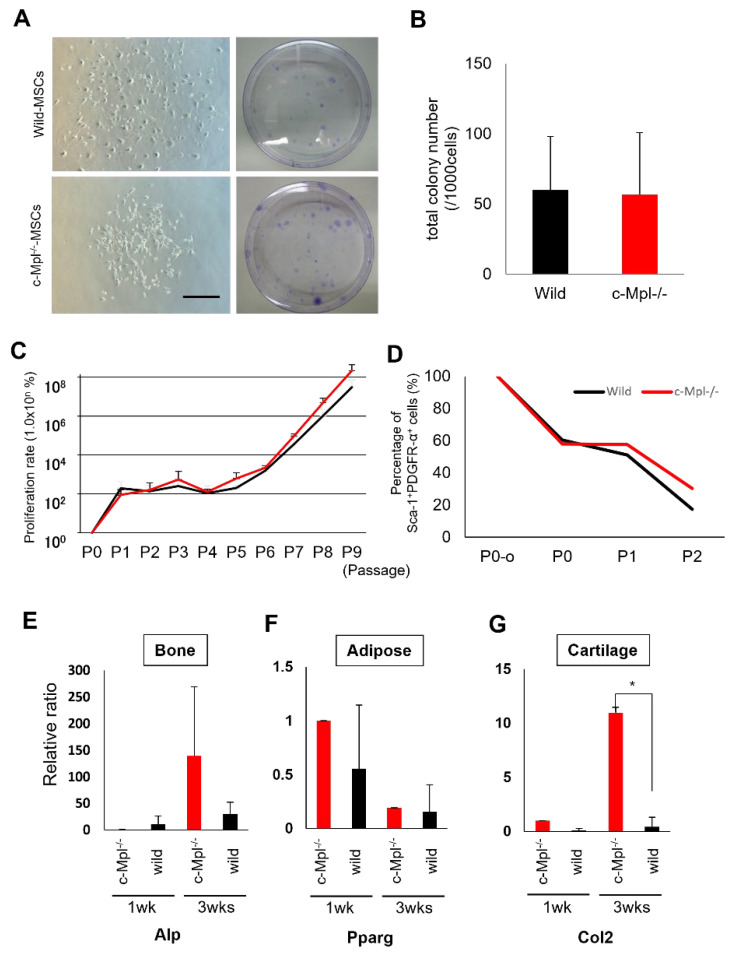
c-Mpl-deficient MSCs have normal proliferation and differentiation potential. (**A**) Phase-contrast images of cultures of c-Mpl-WT and c-Mpl-KO MSCs (left panels) and cells after 14 days of culture in CFU-F assay (right panels, 100 mm dishes). (**B**) Total numbers of CFU-Fs counted on day 14 (*n* = 15). Scale bar = 1 mm. (**C**) Growth curves for wild-type and c-Mpl^−/−^ mouse-derived MSCs (*n* = 3 per group). (**D**) Percentages of PDGFR-α- and Sca-1-positive cells in the cultured cells. (**E**–**G**) Real-time PCR analysis of tri-lineage marker expression (mAlp, (**E**); mPparg, (**F**); mCol2, (**G**)) in MSCs following 1- and 3-week treatments with mesenchymal differentiation media. * *p* < 0.05 c-Mpl^−/−^ MSCs vs. wild-type MSCs (*n* = 5).

**Figure 5:**
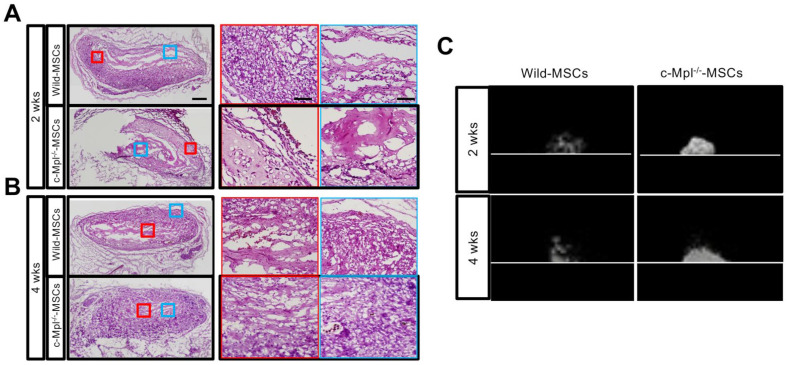
c-Mpl deficiency correlated with the differentiation ability of MSCs. (**A**,**B**) Hematoxylin and eosin staining shows ectopic bone formation at 2 weeks (**A**) and 4 weeks (**B**) after transplantation (left panel: low magnification; right panel: high magnification) (*n* = 3). Representative data are presented. (**C**) µCT findings of ectopic bone at 2 and 4 weeks after transplantation. At two weeks after transplantation, a high-intensity signal was detected in the group with c-Mpl-deficient MSCs (*n* = 3). Representative data are presented.

**Figure 6:**
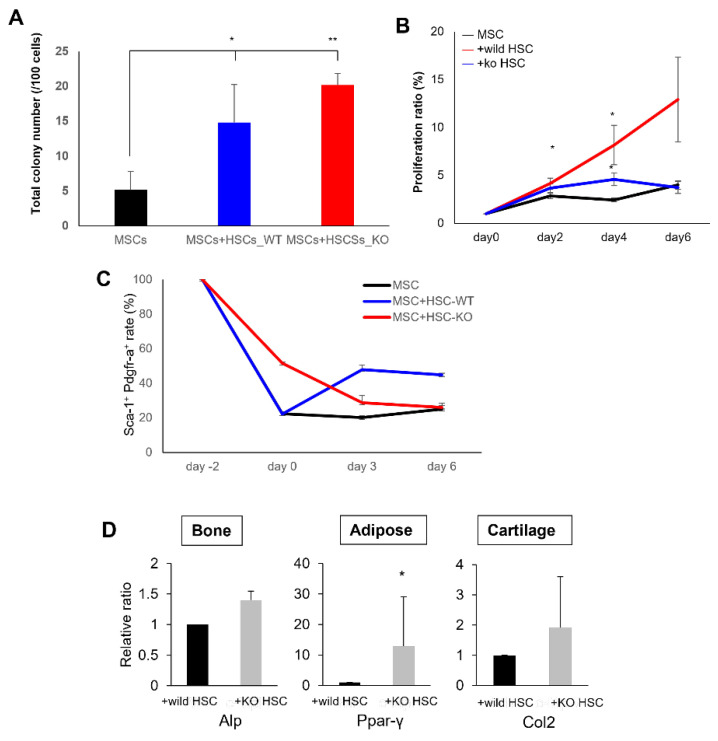
The c-Mpl in HSCs regulates the properties of MSCs**.** (**A**) Total numbers of CFU-Fs counted on day 14 after co-culture with HSCs (c-Mpl-WT and c-Mpl-KO). (**B**) Proliferation rate of MSCs after co-culture with HSCs (c-Mpl-WT and c-Mpl-KO) for 2, 4, and 6 days. * *p* < 0.05 (*n* = 5). (**C**) Percentages of PDGFR-α- and Sca-1-positive cells in the MSCs co-cultured with HSCs (c-Mpl-WT and c-Mpl-KO). (**D**) Real-time PCR analysis for tri-lineage marker expression in MSCs following a 2-week treatment with mesenchymal differentiation media after co-culture with c-Mpl-WT or c-Mpl-KO HSCs. * *p* < 0.05, ** *p* < 0.01 (*n* = 5).

**Table 1:** All other PCR primer sequences are listed.

Gapdh	FW	5′- CCACTAACATCAAATGGGGTGAGG -3′
	RV	5′- TACTTGGCAGGTTTCTCCAGGC -3′
Hprt	FW	5′- TCAGTCAACGGGGGACATAAA -3′
	RV	5′- GGGGCTGTACTGCTTAACCAG -3′
Col2a1	FW	5′- TTGAGACAGCACGACGTGGAG -3′
	RV	5′- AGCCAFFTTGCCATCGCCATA -3′
Sox9	FW	5′- TCTCCTAATGCTATCTTCAAGGCG -3′
	RV	5′- TGCTCAGTTCACCGATGTCCAC -3′
Alp	FW	5′- CACAATATCAAGGATATCGACGTGA -3′
	RV	5′- ACATCAGTTCTGTTCTTCGGGTACA -3′
Bglap	FW	5′- GGGCAATAAGGTAGTGAACAG -3′
	RV	5′- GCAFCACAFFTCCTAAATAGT -3′
Adipoq	FW	5′- TGTTCCTCTTAATCCTGCCCA -3′
	RV	5′- CCAACCTGCACAAGTTCCCTT -3′
Pparg	FW	5′- ACCACTCGCATTCCTTTGAC -3′
	RV	5′- TGGGTCAGCTCTTGTGAATG -3′

## Data Availability

The microarray supporting the findings of this study has been deposited in GEO under accession code GSE186250. Data are further available for download and interactive browsing in their processed form at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186250 (accessed on 22 May 2022).

How the deposited data were processed for this re-analysis (not part of the article)

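RNA of 12 cultures, 6 of MSCs with HSCs and 6 of MSCs alone, all taken on day 6, was measured on Affymetrix mouse arrays. The authors hybridized, washed and scanned the arrays and analysed them with the GeneChip Operating Software, and the deposited table holds its signal for each probe set on a linear scale, never negative and not log-transformed. The 2% trimmed mean signal was alike on all arrays while quantiles differed, so each array had been scaled to a common mean without quantile normalization. The target value of that scaling and the summary method are not given in the sources used here. Control probe sets were not in the table, and replicates were not pooled. Replicate numbers and groups were taken from the sample labels and all 12 samples were used.

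Signals were taken as log2(signal + 16). Of 45037 probe sets, 34945 carried 1 gene symbol in the platform annotation, 932 carried several and 9160 carried none here; 34741 were matched by gene ID to the RefSeq gene table of a mouse assembly, which was used only for names, and 0 symbols changed. Only probe sets with 1 symbol were named, and a gene was represented by its probe set with the highest mean over all arrays, which gave 18193 genes. Other probe sets of a gene are given in the text for some genes only. Further named genes, such as Tyms and Ddx58, also have probe sets in both directions. Sca-1 (Ly6a), Gapdh and Bglap had no probe set named by a single symbol and were not analysed here.

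Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block, no filter on dim probe sets), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. Adjusted p-values of single genes are limma's, except where an exact permutation p-value is given as adjusted over 37 genes. Gene lists with at least 5 measured members were compared with limma's camera test at a preset correlation of 0.01 on 1 probe set per gene, adjusted over the 28 lists tested. Of these, 3 passed, and 0 with an estimated correlation. The lists were written from textbook knowledge before the data were examined, since the MSigDB sets that the paper used were not used here, and cover type I collagen synthesis, adipocytes, Wnt, H3K27me3 targets, osteoblasts, chondrocytes, cell cycle, stromal markers, niche factors, blood and endothelial cell types, interferon, inflammation, TGF-β and matrix, 3 kinds of metabolism, stress, pluripotency, epithelium, transcription factor families and, untested as a list, sex-linked genes. Single values were compared by exact permutation tests over all 924 arrangements of 6 arrays against 6, two-sided, whose smallest p is 0.0022. Principal components were computed on centred, unscaled values.

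Genes named in the text follow a rule set before the data were examined: genes that the paper names for the arrays, its sort and RT-PCR markers, the 10 genes with the smallest p in each direction, the up to 4 members of each list with the smallest p and, in cell type lists, the up to 3 brightest. Genes of Fig. 3B and 3C had been seen in the paper, and some of them are members of the lists. The study chose them on these samples, so the lists are not fully independent of the data. Genes outside the rule, chosen after their values were seen, are Sparc, those with a wide gap between arrays and those called only without certain arrays.

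The comparison was tested on simulated data with the arrays' own means and spread. Of 45037 simulated probe sets, 50 were changed by each of 4 sizes; 96% were recovered at 1.5 and at 2 log2 units, with 13 false calls, and 0 calls were made where nothing was changed. A list of 30 genes shifted by 0.3 log2 units was recovered and 0 of the other lists were called. The changed probe sets lay above the median level, and simulated genes varied independently, so the self-test does not carry the correlation between genes of the arrays, where other splits of the samples called a median of 3 lists. Alternatives covered the scaling between arrays, the constant added before the log, a filter on dim probe sets, the replicate number as a fixed or random block, limma's trend option, the methods' test, the summary of several probe sets per gene, other gene set tests (camera with an estimated correlation, fry, and fgsea 1.28.0) and leaving out each array. TCC and baySeq, which the paper used and which model counts, were not run on this signal. Depth is not defined for arrays, and their number limits the precision.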

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

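The tests of explanations for the sex-linked transcripts were chosen after the result was seen. Single arrays were tested for standing apart with Dixon's ratio, the gap to the nearest array over the range of the group, against its critical value for 6 samples. Of 272 groups tested, 17 exceeded it, where chance gives about 13.6.

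Xist, which the paper does not report, was on average 4.68 log2 units higher in the co-cultures than in the controls. A mislabelled array or a swap of a pair of arrays does not account for it, since 8 arrays had Xist above 5 times the lowest control. Cross-hybridization of a single probe set is also excluded, since in each of the other Xist probe sets the dimmest of these 8 arrays was at least 25.5 times the brightest of the remaining 4. A candidate explanation is cells of female mice in all 6 co-cultures and in controls 3 and 4. In co-cultures 1, 2, 5 and 6 they would be added to male cells. These co-cultures kept 33.1% to 66.3% of the Y-linked signal of the control with the same number. That share pairs arrays by number, which the main comparison did not. Without pairing, Eif2s3y measured 1022 to 1331 in these co-cultures and 2604 to 2845 in controls 1, 2, 5 and 6. Controls 3 and 4 were seeded with 0 HSCs, so if the group labels hold, their female cells did not come with HSCs. For the co-cultures the source was not tested, and the labels name male mice. If same-numbered cultures shared their MSCs, the female cells of co-cultures 1, 2, 5 and 6 would have come with the HSCs. Part of the RNA of these co-cultures would then not be from MSCs. Differences between the groups, and blood lists without a difference, can therefore not be read as changes within MSCs. The paper took MSCs and HSCs for co-culture from different mouse lines and gives no sex for them.

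2 gene lists that the paper does not discuss passed the test, TGF-β and extracellular matrix genes, which fell (camera adjusted p = 2.0e-05), and endothelial genes, which rose (camera adjusted p = 0.0402). Both calls were lost with an estimated correlation (adjusted p = 0.431 and 0.470) and with fry (adjusted p = 0.447 for each).

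Co-culture 1 was lowest for Kit (ratio 0.691) and Apcdd1 (0.645). Co-culture 2 was lowest for Mir9-3hg (0.640) and highest for Cidec (0.646). Co-culture 3 was lowest for Rpgrip1 (0.642). Co-culture 4 was highest for Mmp7 (0.837) and lowest for Pbld1 (0.739). Co-culture 5 was highest for Taf7l (0.638) and lowest for Acta2 (0.629). Control 1 was highest for Nhlh1 (0.643) and Ddx58 (0.778). Control 4 was highest for Mlxipl (0.715) and Pparg (0.732) and lowest for Adig (0.647). Control 5 was highest for Cyp2c65 (0.755) and lowest for Acan (0.672). Control 6 was lowest for Cidec (0.669).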

How the results depend on the processing

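The settings were chosen before the data were examined, except leaving out the arrays numbered 3 and 4 in both groups. The count of 2 probe sets past the threshold became 1 under quantile normalization, 75th-percentile centring, median centring and log2(signal + 1), 0 among probe sets above the median of mean level (748 at an unadjusted p under 0.05), with limma's trend and robust options (1746) and with log2(signal + 64) (1923), 6 at an adjusted p under 0.25, 1868 with the methods' t-test unadjusted and 1 with it after Benjamini-Hochberg adjustment, and 8 without numbers 3 and 4 of both groups. It ranged from 0 to 4 when single arrays were left out. With the replicate number as a block 0 probe sets passed (2136 at an unadjusted p under 0.05), and as a random block 2 (consensus correlation 0.0138). Alox8 and Taf7l each had an adjusted p of 0.603 with the replicate block. The sample titles give each number to a co-culture and a control, as in MSC1 Assay and MSC1 Cont. The titles may name a shared source of MSCs, but neither the labels nor the paper say so. The data do not settle it. Deviations of same-numbered arrays correlated at -0.42 to 0.39 across probe sets, 4 of 6 over 0.1. Of the arrays, 0 correlated best with their own number. The median was 0.29 for same and -0.26 for other numbers. The Y-linked genes were at the floor in both groups at numbers 3 and 4. On the first principal component, numbers 3, 4, 5 and 6 lay on the same side in both groups. Numbers 1 and 2 lay on opposite sides, and theirs were the negative correlations (-0.42 and -0.37). The samples were therefore not treated as pairs. A block by number may join unlike sources at 1 and 2, so it cannot decide whether the calls hold within a source. Among the 37 measured genes that the paper names in its text, in Fig. 3C and as markers, which leave out further genes of Fig. 3B such as Alox8 (printed there as ALOX15B), 1 passed (Taf7l), and 0 under quantile normalization, either centring, probe sets above the median of mean level, the replicate block, the trend option, log2(signal + 1), log2(signal + 64), the methods' t-test after adjustment and without numbers 3 and 4 of both groups, with 0 to 1 when single arrays were left out. Of 28 lists, 3 passed, 0 with an estimated correlation in camera and 1 with fry, and 1 to 4 when single arrays were left out. The collagen list ended at an adjusted p of 0.769 with an estimated correlation and 0.862 with fry and lay between 5.73e-05 and 0.154 when single arrays were left out, and over all settings from 7.8e-06 to 0.862. The adipocyte list passed, as higher, with the mean of a gene's probe sets (0.0499) and with fry (0.0254), in a range up to 0.453. The second principal component gave p from 0.0195 to 0.374 when single arrays were left out, past the threshold after adjustment only without co-culture 3, and 0.0286 (0.0571 after adjustment) without numbers 3 and 4 of both groups. The first gave 0.621 to 0.950 over all settings. Fewer probe sets or arrays enter some of these fits; otherwise the cause was not tested. The TGF-β and matrix list kept its direction and its call in 24 of 26 settings, all but the estimated correlation and fry, and the endothelial list in 9 of 26. The passing settings used camera at its preset correlation of 0.01 or fgsea, neither of which estimates the correlation between genes. Such tallies therefore do not test whether correlated genes carry a call. The direction of the list test turned in 9 of 26 settings for the H3K27me3 list and in 2 for the cell cycle list. The cell cycle list passed in 4 of 26 settings, among them without numbers 3 and 4 of both groups (1.0e-05). It did not pass with an estimated correlation (0.929) or with fry (0.923). Calls were often lost: Alox8 kept its call in 17 of 23 settings and Taf7l in 3 of 23, and the collagen list in 19 of 26. Of the named genes, 65 changed direction under some setting, 233 times in all and none of them called; 0 called values turned direction. Most called and top-ranked genes were dim, and the deposited table gives no detection call, so signal over background limits what can be said of them.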

Differences from the paper's values

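The shares of variance of both principal components did not differ from the paper's beyond 1.5 times: 21.6% and 10.9% here, against about 18% and about 10% in Fig. 3A, read by eye. With log2(signal + 1) the first was 15.3%, and it lay beyond 1.5 times the paper's value among probe sets above the median of mean level (41.4%), with log2(signal + 64) (31.3%) and with only the most variable probe sets (54.3%).

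The paper reports no differentially expressed genes between the groups, found with count-based tools for which it gives no threshold of their own, beside a general p under 0.05 in its methods. Here 2 probe sets passed, of Alox8 and Taf7l, and 0 with the replicate number as a block, with limma's trend and robust options, with log2(signal + 64) and among probe sets above the median of mean level, as also without control 1 or without co-culture 3.

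The paper states that transcription factors were upregulated; the transcription factor list had a median log2 difference of 0.02 and did not pass (camera adjusted p = 0.862). Fig. 3C is captioned as pathways and genes highly expressed in the co-culture group, while the text calls these themes inhibited, so the direction the paper gives for single genes is not clear. Of its 15 genes besides Pck1, 8 had a higher and 7 a lower mean here, and 1, Taf7l, passed limma's test. In the exact permutation test adjusted over 37 genes, Taf7l, which was higher, and P3h1, which was lower, each had an adjusted p of 0.0400. Postn, Timp3, Wnt5a, P3h1, P4hb and Cidec were among those with a lower mean, which differs from the caption but not from the text's word for collagen synthesis and Wnt, and Fig. 3B also shows Postn as higher in the MSC-only group.

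The paper's text describes collagen synthesis, adipogenesis, Wnt and H3K27me3 genes as inhibited in co-culture. The collagen list was lower here too (camera adjusted p = 0.0104), a call lost with an estimated correlation (adjusted p = 0.769), with fry (adjusted p = 0.862) and when any of 5 single arrays was left out. The adipocyte list had a median of 0.09 above 0 and did not pass (camera adjusted p = 0.272, and 0.431 with an estimated correlation). It passed as higher under the mean of a gene's probe sets (adjusted p = 0.0499) and with fry (adjusted p = 0.0254). The figure's sets for this theme hold genes lowered in adipogenesis. The Wnt list had a median of -0.03 (camera adjusted p = 0.529) and the H3K27me3 list one of 0.01 (camera adjusted p = 0.906), and no setting called either. The Wnt list mixes ligands, targets and inhibitors, so its median gives no direction of Wnt activity. The paper's own sets were not used for any theme, so these values do not test whether its sets were inhibited.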

Other observations

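The tests of explanations for the macrophage transcripts and the first principal component were chosen after the result was seen, while those on other splits of the samples were set before. Of 19 epithelial and keratinocyte genes 14 had a higher mean in the co-cultures (median log2 difference 0.16, camera adjusted p = 0.278), with the keratin gene Krt14 at 0.51. This list passed in 1 of 25 settings, with the mean of a gene's probe sets (adjusted p = 0.0499). It did not pass with an estimated correlation in camera (adjusted p = 0.540) or with fry (adjusted p = 0.447). Of 20 immediate early and stress genes 12 had a lower mean (median -0.03, camera adjusted p = 0.529), with the small heat shock protein gene Hspb1 at -0.30. Hprt, a reference gene of the paper's RT-PCR, had a signal of 9412 ± 1408 (SD, n = 6) in co-culture and 9504 ± 681 (SD, n = 6) in MSCs alone, a difference of -0.02.

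Macrophage transcripts were among the brightest on every array, although CD45-positive cells were sorted out of the MSCs. HSC descendants are excluded as the whole source, since the list's median percentile was 99.2 in the 6 controls, which received no HSCs. Over all 12 arrays, the highest median percentile among the neutrophil, erythroid, lymphocyte and endothelial lists was 35.3, which argues against a brightness shared by all non-mesenchymal transcripts, as far as percentiles of different probes can be compared. CD45-positive cells beside stromal cells in all 12 cultures are a candidate explanation, with the pan-leukocyte list, which shares no gene with the macrophage list, at a median percentile of 94.1 and Col1a2 and Sparc at 95.2 or above on every array. This too rests on levels of different probes, their share of the cells was not estimated, and HSC descendants may add to them in the co-cultures.

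The first principal component parts 6 arrays from 6 within both groups. Scaling of the arrays is excluded, since the component kept 21.4% of the variance after quantile normalization, and co-culture is excluded by the exact permutation test (two-sided, p = 0.911). Different mice, strains or preparations are a candidate explanation that the labels do not name. The paper names EGFP-expressing mice for the MSCs of its co-cultures and C57BL/6 mice for the HSCs, but assigns no line to any array. A gap of over 4 log2 units between the 6th and 7th array in rank order was seen for 6 probe sets, with the same arrays above. These were picked from all 45037 because of their gap, so the gap carries no test. It also does not separate mice or strains, which would be biological, from preparations.

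The numbers of calls do not exclude chance. Of 100 splits of the 12 arrays into 6 and 6, the real split included, 9 gave at least the 2 probe sets of the real split, with 2 as the highest of the others. At least the 3 lists of the real split were called in 55 of 100, with 8 as the highest of the others.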
